A study of Homo sapiens with 17 samples. Its data were reported in "NextPBM: a platform to study cell-specific transcription factor binding and cooperativity" (2019).

How the data were processed

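Binding of the transcription factors PU.1, IRF8 and FLI1 to a custom microarray of double-stranded DNA was measured with nuclear extract of THP-1 cells, a human monocytic cell line. In this assay, a nuclear extract protein-binding microarray, whole nuclear extract is incubated with the array, a primary antibody labels the factor of interest and a fluorescent secondary antibody reports how much of it each probe retains. PU.1 made by transcription and translation in vitro (IVT PU.1) was measured on the same probes without extract. The labels give 17 arrays. PU.1 was measured with IVT protein (1 array), untreated extract (2 replicate arrays), extract diluted 2-fold, 4-fold and 8-fold, extract immunodepleted of IRF8, extract treated with phosphatase and extract of IRF8 knockout cells (1 array each). IRF8 was measured with untreated extract and with each of the 6 modified extracts (1 array each), and FLI1 with untreated extract (1 array).

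The deposited values are z-scores, a unitless score per unique probe and array. According to the methods, the authors scanned the arrays, quantified the spots, and normalised them with the program MicroArray LINEar Regression. The paper describes the z-scores as computed against random background probes. The table holds 1 value per unique probe, and how the replicate spots of both probe orientations were combined is not stated. The z-score scale was checked on the values: the 500 background probes had a mean of 0 and an SD of 1 in every array. The SD was 1 when computed with n in 4 arrays (IVT PU.1, untreated PU.1 replicate 1, untreated IRF8 and untreated FLI1) and with n minus 1 in the other 13, to a tolerance of 1e-06, so the arrays fall into 2 sets by how the z-scores were computed, and the 2 untreated PU.1 replicates lie in different sets. Whether intensities were log-transformed before the z-score is not stated. The arrays have no count depth. The number of arrays limits the precision, and a condition measured on 1 array has no replicate error.

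The table holds 3837 probes with 3745 distinct sequences, each with a 20-base target. The genomic probes were 1946 canonical PU.1 sites and 112 ETS-IRF composite elements (EICE, an ETS half-site followed by an IRF half-site), the latter from regions with IRF8 as the probe names state. The other probes were 480 single-nucleotide variants of 8 canonical seed sites, 480 of 8 EICE seed sites, 60 EICE with an ablated ETS half-site, 60 EICE with an ablated IRF half-site, 199 weak canonical sites with an added IRF half-site and 500 random background probes. Positions were counted from 1 at the 5′ end of the target. The ETS core was positions 8 to 11 and the IRF core positions 14 to 19. Targets of genomic probes were matched exactly on both strands of GRCh37, and sites with 1 match were annotated with GENCODE version 44 lifted to that build. Of 1984 distinct genomic targets, 1729 had 1 match, 255 had more than 1 and 0 had none. No position is given for a site with more than 1 match.

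The excess of PU.1 at EICE over IVT was computed with the model of the methods. The canonical and EICE probes were taken by probe name and are fewer than the paper counts. The paper refers to its supplement for the full list of probes and their categories. Which of them made up its canonical and EICE sets was not established here, so the excess and the score may differ from its values. The extract z-scores of the canonical probes were fitted by a polynomial of degree 2 in their IVT z-scores, and the residual of each EICE probe from that curve was taken. The excess is the median signed residual over the 112 EICE probes. Its percentile was taken among 10000 random lists of canonical probes matched on IVT z-score, each probe drawn from the 20 nearest canonical probes. The cooperativity score is the absolute residual divided by the variance of the canonical residuals. A score of the canonical probes, computed the same way, is given beside it, because an absolute value is above 0 without any shift. Intervals of the excess and of the replicate correlation are 95% bootstrap intervals over sites, and they describe sites on 1 array, not repeated experiments.

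Probe classes were compared within an array by the two-sided Wilcoxon-Mann-Whitney test, with p from 100000 random permutations of the class labels. Matched pairs were compared by a two-sided sign-flip permutation test on the mean difference with 100000 resamples. The smallest p these permutations can give is 1e-05. Benjamini-Hochberg adjustment was made over the 7 class comparisons of an array and over the 18 tests of matched pairs. The unit of each test is the DNA site on 1 array. No p was computed between conditions. Variant effects are the z-score of the variant minus that of its seed, for seeds with a z-score of at least 2 in that array. Shares of EICE probes above a z-score of 2 carry 95% Clopper-Pearson intervals. Effects are also given as the area under the receiver operating curve (AUC), the share of pairs of probes, 1 from each class, in which the first class is higher.

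The sites named in the report follow a rule: the 3 EICE with the largest and the 2 with the lowest mean residual over both untreated PU.1 arrays among those with residuals of 1 sign; the 3 canonical sites with the highest untreated IRF8 z-score; the 2 seeds of each class with the highest untreated PU.1 z-score; and the added half-sites with the largest and the smallest gain. This rule, the tests and the alternatives were written before the data were examined, except for 2 alternatives and for tests of explanations, which the closing section names as chosen after the result was seen. The alternatives were another form of the curve, other probes in the fit, z-scores restated by the background median and median absolute deviation, other definitions of the score, another threshold, unpaired in place of paired differences, another reference for variants, another statistic, sites with distinct targets and each replicate left out in turn. No paired analysis across arrays was possible because only 1 group has 2 replicates. Correlations across the extract conditions were not computed.

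The analysis was tested on simulated data. A simulated shift of 1 at EICE probes was recovered as 0.998 on average and was detected in 200 of 200 runs. The simulated curve had the form that was fitted, a polynomial of degree 2, with constant noise. These runs therefore do not test a misfit of the curve. With no shift, 23 of 200 runs lay in the outer 5% of the matched lists, so the percentile is somewhat liberal. The class test called 11 of 200 runs without a difference at 0.05, and the pair test with 60 pairs called 17 of 200. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9. Sequencing data of the study and spot intensities were not used here.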

Results

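Binding of PU.1, IRF8 and FLI1 was measured as a z-score per probe on 17 arrays of 3837 DNA probes. PU.1 (gene SPI1) and FLI1 belong to the ETS family of transcription factors, and IRF8 is an interferon regulatory factor that binds composite elements together with PU.1. The PU.1 arrays were 1 with IVT PU.1, 2 replicates with untreated THP-1 nuclear extract, and 1 each with extract diluted 2-fold, 4-fold and 8-fold, immunodepleted of IRF8, treated with phosphatase, or made from IRF8 knockout cells. The 7 IRF8 arrays covered untreated extract and the same 6 modified extracts, and 1 array measured FLI1 in untreated extract. Every condition other than untreated PU.1 had no replicate, so values of these conditions have no error, and the spread between the 2 untreated PU.1 arrays is the only measure of array-to-array variation. Values below are z-scores unless another unit is named.

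The first question was whether extract PU.1 can be measured above background and repeatedly. Across the 1946 canonical sites, the 2 untreated PU.1 arrays correlated with Pearson's r of 0.859 (95% bootstrap interval over sites 0.849 to 0.869) and Spearman's rho of 0.793. With only the 1899 sites above 2 in both arrays, r was 0.844. Across the 112 EICE, r was 0.958 and rho 0.967, but the level differed, with a median of 4.36 in replicate 1 and 2.97 in replicate 2. Across background probes, r was 0.894 and rho 0.363. These correlations run across DNA sites, which are not independent replicates. The median canonical site had a z-score of 5.39 with IVT PU.1, 5.68 and 5.94 in the untreated replicates, and between 4.75 (IRF8 knockout) and 5.75 (2-fold dilution) in the 6 modified extracts. The 2058 genomic sites lay above the 500 background probes on every PU.1 array, with an AUC between 0.980 (IRF8 knockout) and 0.989 (untreated replicate 1). On the FLI1 array the AUC was 0.959. Each of these 10 permutation tests gave p = 1e-05, the smallest the permutations can give, and 1e-05 after adjustment. Leaving out the 113 background probes that hold GGAA moved the AUC most on the FLI1 array, to 0.996.

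The next question was whether extract PU.1 binds EICE more strongly than IVT PU.1 predicts. EICE were weak sites for IVT PU.1, with a median of 2.68. Relative to the curve through the canonical sites, the median EICE probe exceeded the value predicted from IVT by 1.07 in untreated replicate 1 (95% bootstrap interval over sites 0.932 to 1.39) and by 1.04 in replicate 2 (0.739 to 1.27), a mean of 1.06 ± 0.0210 (SD, n = 2). The residual was above 0 for 96.4% of EICE in replicate 1 and 86.6% in replicate 2, and 97 EICE had residuals of 1 sign in both, of which 95 were positive and 2 negative. The excess was above all 10000 matched canonical lists in both arrays. In replicate 2 the matched lists were themselves above 0, between 0.248 and 0.565, so the excess over the matched lists was 1.03 in replicate 1 and 0.619 in replicate 2. The alternative that moved the untreated excess most was restating z-scores by the background median and median absolute deviation (2.79), and a straight line in place of the polynomial lowered the mean to 0.469. Replicate 1 hardly moved with the line (1.06), but replicate 2 fell below 0 (-0.117). Its matched lists fell too, to a median of -0.591, so it remained above all of them, by 0.475. With a polynomial of degree 3 and with a local regression, replicate 2 had an excess of 0.397 and 0.310. Its sign and size therefore depend on the curve, while its place above the matched lists did not change with these curves. Of the 112 EICE, 36 lay below the 1st percentile of the canonical IVT z-scores (1.67), where the curve rests on few sites. Within the range of the other 76 EICE the excess was 1.482 in replicate 1 and 0.587 in replicate 2.

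**Figure D1:**
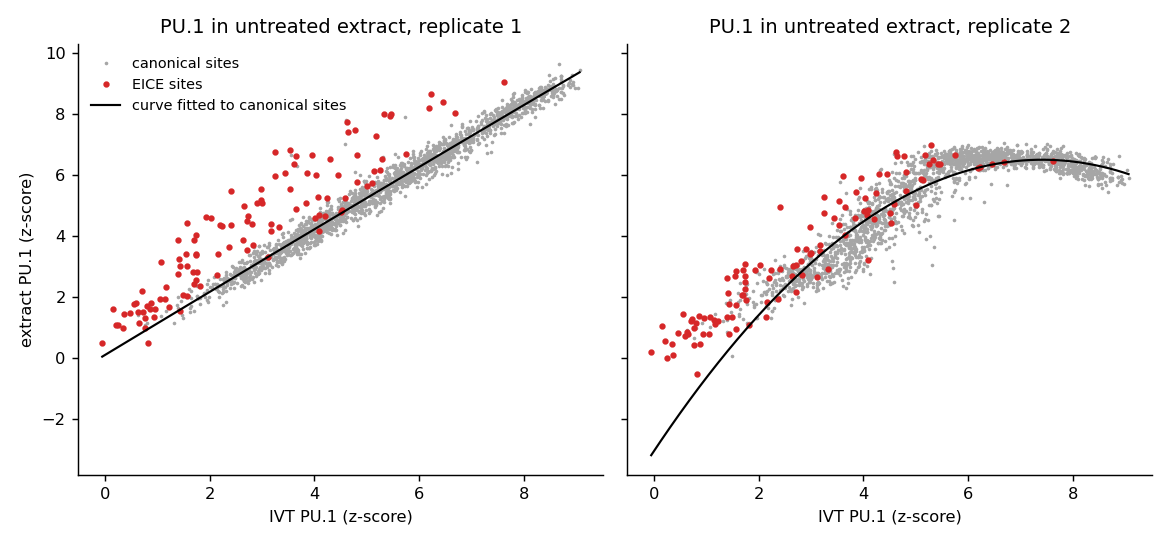
PU.1 z-score in untreated extract (vertical axis) against IVT PU.1 z-score (horizontal axis) for canonical sites and EICE in each replicate array, with the polynomial fitted to canonical sites. Most EICE lie above the curve in both arrays, with a median residual of 1.07 in replicate 1 and 1.04 in replicate 2, and the curve of replicate 2 bends down at the strongest sites.

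The EICE with the largest mean residual was PU1_IDR_1277, on chromosome 20 from 58259189 to 58259208 (GRCh37) in an intron of PHACTR3, with a residual of 2.83 ± 0.0541 (SD, n = 2). PU1_IDR_3643, whose target matches the genome at 5 places, had a residual of 2.55 ± 1.06. PU1_IDR_5645, on chromosome 3 from 14470936 to 14470955 in an intron of SLC6A6, had a residual of 2.53 ± 1.65. Its IVT z-score was 0.153, outside the range of the curve, and with a straight line its residual was 0.409. The lowest mean residuals were those of PU1_IDR_165, on chromosome 1 from 221056153 to 221056172 in an exon of HLX (-0.769 ± 0.856), and PU1_IDR_66, on chromosome 6 from 109604178 to 109604197 in an intron of CCDC162P (-0.331 ± 0.444). The SD of PU1_IDR_3643 and PU1_IDR_5645 is large and that of PU1_IDR_165 and PU1_IDR_66 exceeds the value itself.

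Diluting, depleting and treating the extract asked whether this excess depends on the amount of extract, on IRF8 and on phosphorylation. The excess was 1.31 in the 2-fold dilution, 0.293 in the 4-fold dilution and 0.337 in the 8-fold dilution, each above all 10000 matched lists. It was 0.122 in the phosphatase-treated extract, at percentile 99.25 of its matched lists. In the extract immunodepleted of IRF8 it was -0.135 (95% bootstrap interval over sites -0.194 to -0.0921), below all matched lists. In the IRF8 knockout extract it was -0.126 (-0.279 to 0.0244), at percentile 12.19, and its sign changed with the form of the curve (0.0726 with a polynomial of degree 3). The share of EICE with a positive residual was 92.0% in the 2-fold dilution, 68.8% in the 4-fold dilution, 70.5% in the 8-fold dilution, 61.6% with phosphatase, 42.0% in the knockout and 31.3% in the depleted extract. The methods describe the depleted and the phosphatase-treated extract as diluted before the treatment, so dilution is not separated from these treatments. All of these excesses differed from the untreated mean by more than the SD of 0.0210, which rests on 2 arrays. Over their matched lists the excess was 1.23 in the 2-fold, 0.298 in the 4-fold and 0.419 in the 8-fold dilution, 0.128 with phosphatase, -0.0421 in the knockout and -0.217 in the depleted extract. Measured this way, the 4-fold and 8-fold dilutions lay below both untreated replicates (1.03 and 0.619), but their order against replicate 2 depended on the setting. With a polynomial of degree 3 the 8-fold dilution (0.413) lay above replicate 2 (0.336). The same held with a straight line (0.534 and 0.475) and a local regression (0.432 and 0.318). For EICE above the 1st percentile of canonical IVT z-scores, the 8-fold (0.597) and the 4-fold dilution (0.584) lay above replicate 2 (0.535). In the remaining settings the 8-fold and 4-fold dilutions lay below it. Under all 10 settings of curve, probes, scale and reference, both lay closer to replicate 2 than the replicates lay to each other. The depleted extract lay farther from replicate 2 than that in 6 of 10 settings, and the knockout in 4 of 9. The phosphatase-treated extract did so in 3 of 10, so the distance of these extracts from replicate 2 depends on the setting. The 2-fold dilution lay farther in 9 of 10 settings, with a higher excess than replicate 2. Replicate 2 is the only untreated array in the processing set of the modified extracts, so within that set each condition is 1 array.

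The cooperativity score of the methods, the absolute residual over the residual variance of canonical sites, had a median of 12.8 in untreated replicate 1 and 3.70 in replicate 2, a mean of 8.25 ± 6.43 (SD, n = 2). The median score of the canonical sites themselves was 1.98 and 1.13. The EICE score was 5.49 in the 2-fold dilution, 2.80 in the 4-fold dilution, 2.07 in the 8-fold dilution, 1.89 with phosphatase, 1.79 in the depleted extract and 0.869 in the knockout. The canonical sites of the last 3 arrays scored 1.63, 1.69 and 0.898. These 3 scores are close to those of EICE on the same arrays, and with an SD of 6.43 between replicates the score does not rank the conditions against untreated extract. The signed residual divided by the SD of canonical residuals, the alternative that moved the untreated score most, gave 2.82 ± 1.24 untreated, 2.68, 0.686 and 0.705 in the dilutions, 0.301 with phosphatase, -0.175 in the knockout and -0.364 in the depleted extract.

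**Figure D2:**
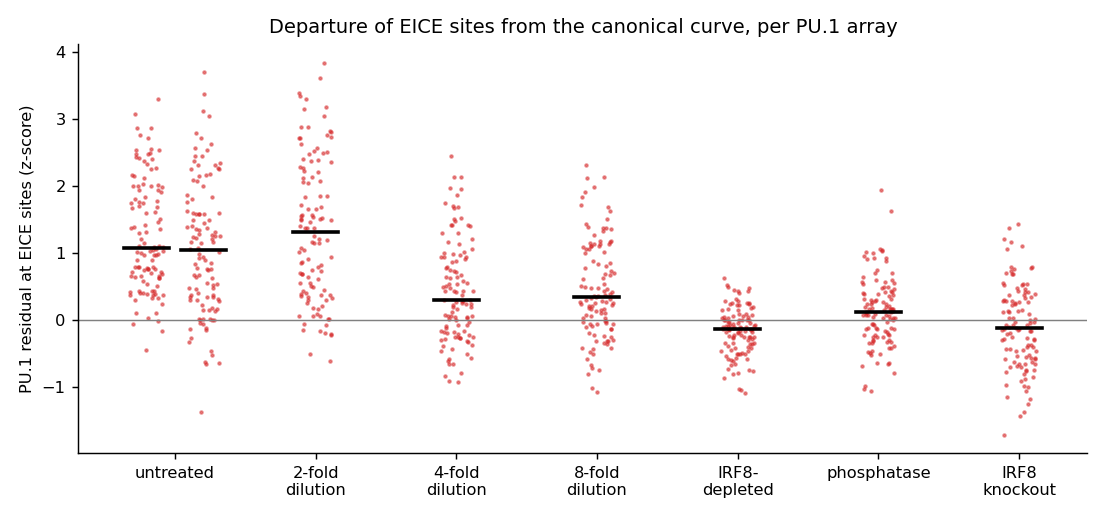
Residual of each of the 112 EICE from the canonical curve (vertical axis, z-score units) on each PU.1 extract array, with a point per EICE and a black line at the median. The medians are 1.07 and 1.04 in the untreated replicates, 1.31 in the 2-fold dilution, and -0.135 and -0.126 in the depleted and knockout extracts.

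The IRF8 arrays asked whether IRF8 occupies the same elements. In the knockout extract, whose targeted gene is the one the antibody detects, the median IRF8 z-score of EICE was 0.0510 and that of canonical sites -0.473. In untreated extract, the median was 20.1 at EICE, 0.639 at canonical sites and -0.0510 at background probes. The share of EICE above 2 was 98.2% untreated (95% Clopper-Pearson interval 93.7% to 99.8%) and 8.04% in the knockout (3.74% to 14.7%). Canonical sites passed 2 in 15.98% of cases untreated and 1.49% in the knockout, and background probes in 2.8% and 5.4%. In the 2-fold, 4-fold and 8-fold dilutions, canonical sites passed 2 in 28.3%, 19.6% and 27.4% of cases. Their share was 18.8% in the depleted extract and 26.1% with phosphatase. The EICE median was 5.07, 3.86 and 3.49 in the 2-fold, 4-fold and 8-fold dilutions, 2.99 in the depleted extract and 2.61 with phosphatase, and the shares of EICE above 2 were 87.5%, 79.5%, 74.1%, 62.5% and 65.2%. A threshold of 3 moved the shares of the 2-fold and 4-fold dilutions most, to 75.9% and 63.4%, and restating z-scores by the background median and median absolute deviation moved those of the other 3 extracts most, for example to 95.5% with phosphatase. The highest z-score was 85.5 on the untreated array and at most 12.2 on the others. Medians and shares above a threshold on the untreated array are therefore given beside those of the other arrays without a comparison of size. The AUC of EICE over canonical sites, which does not depend on the scale of the array, was 0.988 untreated, 0.894, 0.884 and 0.803 in the dilutions, 0.799 with phosphatase, 0.777 in the depleted extract and 0.717 in the knockout. Each of the 7 permutation tests within an array gave p = 1e-05, the smallest possible, and 1e-05 after adjustment. Differences between conditions have no replicate error and were not tested.

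**Figure D3:**
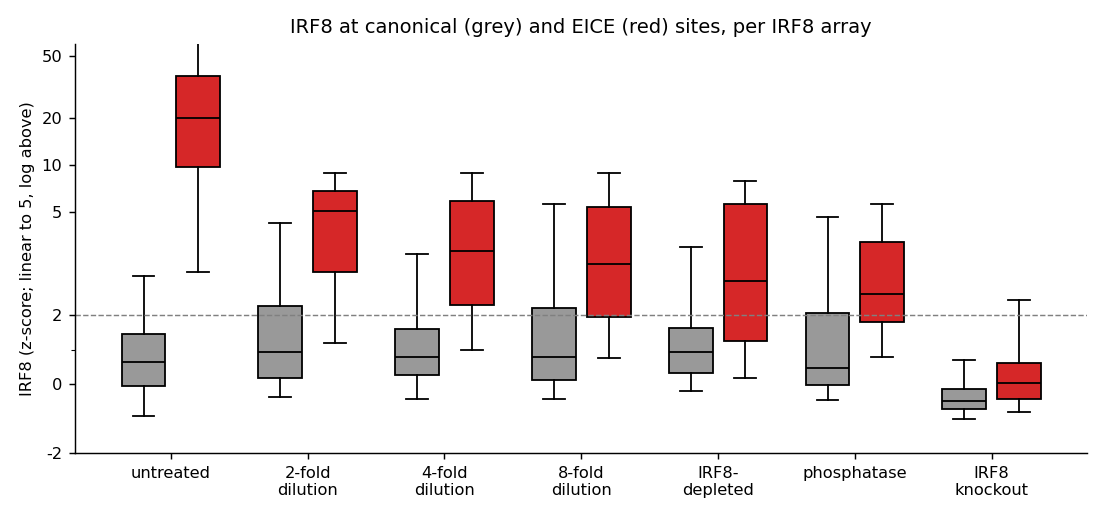
IRF8 z-score of canonical sites and EICE on each of the 7 IRF8 arrays (vertical axis linear to 5 and logarithmic above, dashed line at 2). Boxes span the 25th to 75th percentile and whiskers the 5th to 95th. Within each array EICE lie above canonical sites, with an AUC of 0.988 in untreated extract and 0.717 in the knockout.

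The canonical sites with the highest untreated IRF8 z-scores were PU1_IDR_36479 (66.4), on chromosome 4 from 77343332 to 77343351 between genes, 311 bases from the start of CCDC158; PU1_IDR_30552 (58.8), on chromosome 22 from 26060248 to 26060267 in an intron of GRK3; and PU1_IDR_36520 (52.3), on chromosome 6 from 29558195 to 29558214 in an intron of GABBR1 that overlaps a UTR of OR2H2. In the knockout extract their IRF8 z-scores were 0.885, 0.379 and 0.494. Their PU.1 residuals in untreated extract were 2.11 ± 1.19, 2.36 ± 0.733 and 1.22 ± 0.983 (SD, n = 2). All 3 hold the pattern GGAANNGAAA, as do 72 of the 1946 canonical sites and 93 of the 112 EICE. Of the canonical sites with that pattern, 33 of 72 (45.8%) exceeded an untreated IRF8 z-score of 2, compared with 278 of 1874 (14.8%) without it.

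Matched mutants of 60 EICE tested what each half-site contributes. Ablating the ETS half-site lowered the PU.1 z-score by a median change of -3.25 with IVT PU.1, -4.89 in untreated replicate 1 and -3.70 in replicate 2, and fell in 60 of 60 pairs on each. The IRF8 z-score changed by -19.8 in untreated extract, again lower in 60 of 60 pairs. Ablating the IRF half-site raised the IVT PU.1 z-score by a median of 0.287 (48 of 60 pairs up). The same change lowered the PU.1 z-score in untreated extract, by a median change of -1.21 in replicate 1 (56 of 60 pairs down) and -0.285 in replicate 2 (40 of 60). The IRF8 z-score changed by -22.6 (59 of 60 down). Each of these 8 sign-flip permutation tests gave p = 1e-05, the smallest possible, and an adjusted p of 1.06e-05. Compared as unpaired classes, the IRF ablation no longer passed the permutation test with IVT PU.1 (difference of medians 0.228, p = 0.378) or in replicate 2 (-0.343, p = 0.133). Restating z-scores by the background median absolute deviation moved the ETS ablation most, for example to -13.6 in replicate 1. In the modified extracts, the IRF ablation changed the PU.1 z-score by -1.08 in the 2-fold, -0.220 in the 4-fold and -0.240 in the 8-fold dilution, 0.244 in the depleted extract, 0.0764 with phosphatase and -0.135 in the knockout. In the knockout extract, the IRF8 z-score changed by -0.338 on ETS ablation (41 of 60 down, permutation p = 0.237, adjusted 0.237) and by -0.561 on IRF ablation (49 of 60 down, permutation p = 1e-05, adjusted 1.06e-05).

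Adding an IRF half-site to 199 weak canonical sites tested whether a composite element can be built. The PU.1 z-score rose by a median of 2.39 in untreated replicate 1 (197 of 199 pairs up) and 1.07 in replicate 2 (179 of 199), and by 0.335 with IVT PU.1 (152 of 199). The IRF8 z-score rose by a median of 48.4 (199 of 199), from 0.263 to 48.0. All 4 permutation tests gave p = 1e-05, the smallest possible, with an adjusted p of 1.06e-05. Restating the scale moved the gain most, to 6.63 in replicate 1. The median PU.1 gain was 2.67, 1.29 and 1.22 in the 2-fold, 4-fold and 8-fold dilutions, 0.323 with phosphatase, 0.279 in the knockout and 0.142 in the depleted extract. The largest gain over both untreated arrays was that of PU1_IDR_7595, whose target has 2 genome matches, at 3.57 ± 0.351 (SD, n = 2). The smallest was that of PU1_IDR_22889, a repeat with 276 genome matches, at -1.99 ± 0.557. In this pair the added bases replaced a GGAA of the repeat, and the IVT PU.1 z-score fell too, from 4.95 to 2.47. The fall is therefore not particular to extract.

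Single-nucleotide variants located the bases that matter. In canonical seeds, variants of the ETS core changed the PU.1 z-score by a median of -6.06 with IVT PU.1 and -6.36 in untreated extract (mean of both arrays, 7 seeds each), and variants of the IRF core by 0.149 and 0.0287. In EICE seeds, variants of the ETS core changed it by -3.89 with IVT PU.1 (5 seeds) and -5.16 in untreated extract (6 seeds). Variants of the IRF core of EICE seeds changed it by -0.0677 with IVT PU.1 and -0.957 in untreated extract, with -1.43 in replicate 1 and -0.501 in replicate 2. The IVT value changed sign, to 0.00346, when the median of the 4 bases at a position was the reference, and that reference moved the ETS core of canonical seeds to -5.59 with IVT PU.1. Variants at the other positions of EICE seeds changed the PU.1 z-score by -1.02 with IVT PU.1 and -0.603 in untreated extract. On the untreated IRF8 array, variants of the ETS core, the IRF core and the other positions of the 8 EICE seeds changed the z-score by -9.53, -15.3 and -2.30. The IRF core of EICE seeds gave PU.1 changes of -1.80, -1.19 and -0.850 in the 2-fold, 4-fold and 8-fold dilutions, -0.0132 in the depleted extract, -0.239 with phosphatase and -0.413 in the knockout. No seed reached 2 on the knockout IRF8 array.

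By position, the mean effect was most negative at position 9 with IVT PU.1 (-6.23 in canonical seeds, -4.39 in EICE seeds) and in untreated extract (-6.49 and -5.15), and at position 14 for IRF8 in EICE seeds (-29.9). The canonical seeds with the highest untreated PU.1 z-scores were PU1_IDR_3019 (7.28 ± 0.987, SD, n = 2), on chromosome 2 from 25642740 to 25642759 in an intron of DTNB, and PU1_IDR_1820 (7.05 ± 0.110), on chromosome 11 from 72739866 to 72739885 in an intron of FCHSD2. The EICE seeds were PU1_IDR_1594 (7.37 ± 1.46), on chromosome 3 from 138297257 to 138297276 in an intron of CEP70, and PU1_IDR_1125 (6.17 ± 0.277), on chromosome 2 from 219185598 to 219185617 in an intron of PNKD. Their untreated IRF8 z-scores were 83.3 for PU1_IDR_1594 and 57.7 for PU1_IDR_1125, compared with 12.9 for PU1_IDR_3019 and 0.556 for PU1_IDR_1820.

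**Figure D4:**
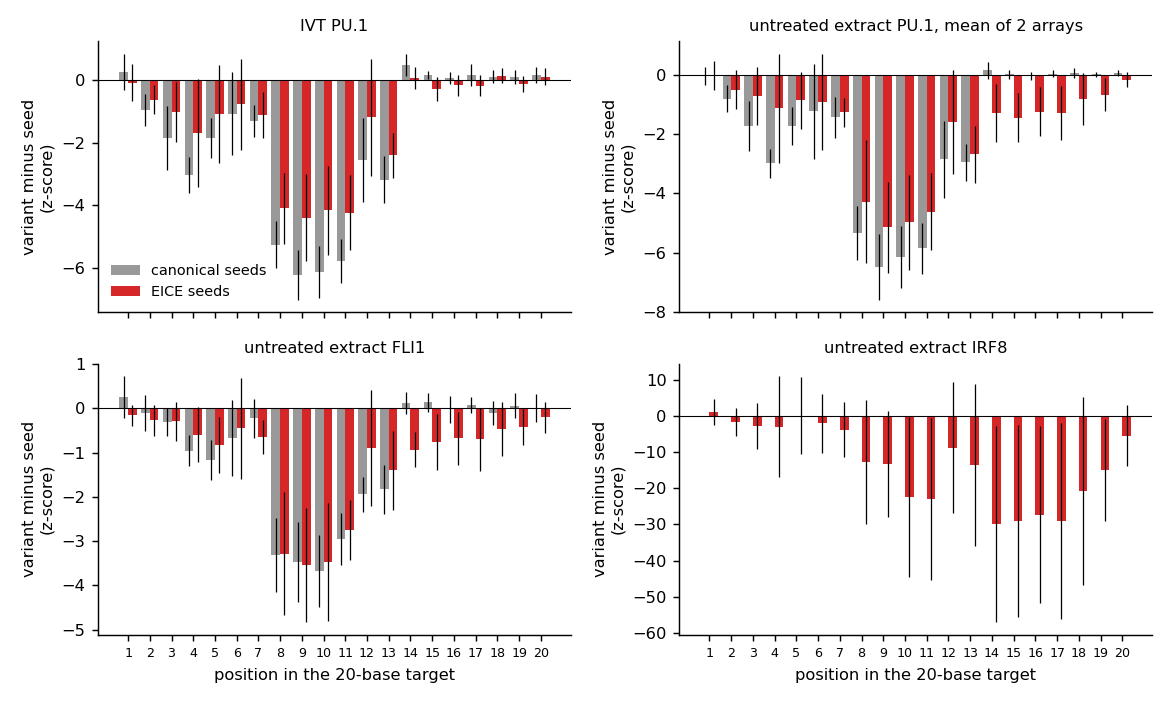
Mean change of z-score on single-nucleotide variation (vertical axis) at each of the 20 positions of the target (horizontal axis) for canonical and EICE seeds on the IVT PU.1, untreated PU.1, IRF8 and FLI1 arrays. Error bars are the SD of the seed means. The IRF8 panel shows EICE seeds only. PU.1 loses most at position 9 of the ETS core in both seed classes, and IRF8 loses most at position 14 of the IRF core in EICE seeds (-29.9).

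FLI1 served as a related ETS factor on the same probes. Across canonical sites, the FLI1 z-score correlated with untreated PU.1 with r of 0.717 in replicate 1 and 0.547 in replicate 2, a mean of 0.632 ± 0.120 (SD, n = 2), and with IVT PU.1 with r of 0.717. All 3 values were below the r of 0.859 between the PU.1 replicates. The corresponding rho was 0.747, 0.536 and 0.746. ETS core variants changed the FLI1 z-score by -3.33 in canonical seeds and -2.70 in EICE seeds (5 seeds each). The most damaging position was 10 in canonical seeds (-3.68) and 9 in EICE seeds (-3.54).

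PU.1-only regions of different chromatin state were compared to ask whether binding strength follows the state of the enhancer. With IVT PU.1, the median z-score was 7.43 at 400 unmarked sites, 5.97 at 393 primed sites and 5.11 at 539 active sites. Unmarked sites exceeded primed sites by 1.46 (AUC 0.717) and primed exceeded active sites by 0.857 (AUC 0.595), each with permutation p = 1e-05, the smallest possible (adjusted 1.17e-05). In untreated replicate 1 the differences were 1.51 and 0.882 (both permutation p = 1e-05, adjusted 1.75e-05). In replicate 2 they were 0.137 (AUC 0.593, permutation p = 1e-05, adjusted 1.40e-05) and 0.378 (AUC 0.572, p = 0.00015, adjusted 0.00015), smaller on the array whose z-scores stop rising at the strongest sites, with a slope on IVT of -0.362 in the top 25% of canonical sites by IVT z-score. The mean of both untreated arrays gave 0.709 and 0.791, and without replicate 1 these fell to the replicate 2 values. Restating the scale moved the IVT differences most, to 3.61 for unmarked over primed sites.

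Active regions were then split by cofactor to ask whether sites shared with C/EBPα, IRF8 or both are weaker. The 2 classes with IRF8 are the 112 EICE, which the methods describe as chosen by a composite motif. The other classes were chosen by a PU.1 motif. GGAA occurred in 52 of 60 and 43 of 52 sites of the classes with IRF8, and in all PU.1-only and C/EBPα sites. Cofactor and choice of motif are therefore not separated in the differences from the classes with IRF8. With IVT PU.1, active PU.1-only sites exceeded the 245 sites shared with C/EBPα by 0.621 (AUC 0.589, permutation p = 4e-05, adjusted 4e-05), the 60 sites shared with IRF8 by 2.25 (AUC 0.817), the 52 sites shared with both by 2.93 (AUC 0.859) and the 170 sites found in a single replicate experiment by 1.477 (AUC 0.748). Sites shared with C/EBPα exceeded those shared with both cofactors by 2.31 (AUC 0.807). The last 4 each had permutation p = 1e-05, the smallest possible (adjusted 1.17e-05). The IVT medians were 4.49 for C/EBPα, 2.86 for IRF8, 2.18 for both and 3.63 for single-replicate sites. In untreated extract the same differences, as the mean of both arrays, were 0.980, 1.71, 2.52, 2.05 and 1.54, of the same sign on each array. The difference from sites shared with both was 1.64 in replicate 1 and 3.29 in replicate 2. The difference from IRF8 sites was 0.782 in replicate 1 (permutation p = 0.00087, adjusted 0.00094) and 2.71 in replicate 2 (p = 1e-05, adjusted 1.40e-05). The difference of C/EBPα from both cofactors was 0.869 in replicate 1 (permutation p = 0.00094, adjusted 0.00094) and 2.11 in replicate 2 (p = 1e-05, adjusted 1.40e-05).

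**Figure D5:**
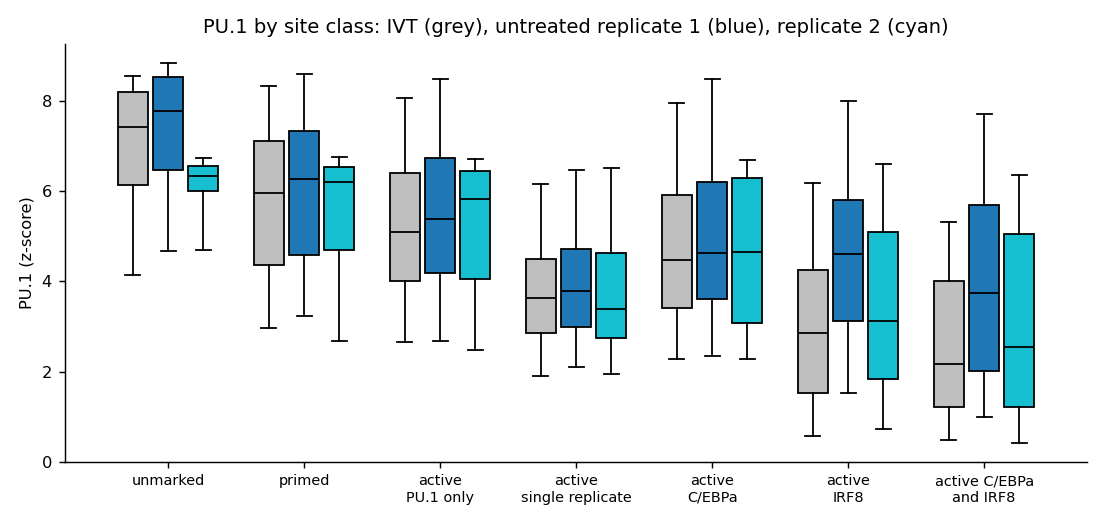
PU.1 z-score (vertical axis) by class of genomic site for IVT PU.1 and each untreated extract array, with boxes from the 25th to the 75th percentile and whiskers from the 5th to the 95th. With IVT PU.1 the medians run from 7.43 at unmarked sites to 2.18 at active sites shared with C/EBPα and IRF8.

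Canonical sites gave the background for the comparison of conditions. Across them, r with untreated replicates 1 and 2 was 0.984 and 0.864 for the 2-fold dilution, 0.976 and 0.857 for the 4-fold dilution, 0.972 and 0.817 for the 8-fold dilution, 0.973 and 0.875 for the depleted extract, 0.897 and 0.905 for phosphatase and 0.954 and 0.759 for the knockout. The r between the replicates was 0.859, so every modified extract was at least as close to replicate 1 as replicate 2 was. With replicate 2, the 4-fold, 8-fold and knockout arrays had a lower r than that.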

Values the study reported

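The study reported choosing 2499 canonical PU.1 sites and 116 EICE sites for the array. It described 60 EICE with matched half-site mutants and 199 synthetic composite elements. For IVT PU.1 at active enhancers, it gave z-scores lower than in PU.1-only regions by about 0.5 with C/EBPα, by about 2.0 with IRF8 and by about 2.5 with both, each with a P-value below 0.001.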

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

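The tests of the processing set, the strength of the PU.1 signal, the form of the curve, the amount of IRF8 left, the carry-over of PU.1 signal, the change of the ETS site and the co-binding with IRF8 were chosen only after the result was seen.

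The excess of PU.1 at EICE was below 0 in the extract immunodepleted of IRF8 (-0.135) and in the IRF8 knockout extract (-0.126), while it was above 0 in both untreated arrays (mean 1.06). The opposite sign drew attention to them, and the difference itself was not tested, since each condition is 1 array. Only 31.3% of EICE had a positive residual in the depleted extract and 42.0% in the knockout, compared with 91.5% ± 6.94 (SD, n = 2) untreated. Both modified arrays lie in the processing set that also holds untreated replicate 2 and the dilutions. Over matched lists, the 2-fold dilution in that set kept an excess of 1.23 and untreated replicate 2 one of 0.619, which argues against the processing set as the whole cause for either extract. A weaker PU.1 signal on these arrays could shrink the excess, and this stays open. The canonical median was 5.19 in the depleted extract. The 4-fold dilution, with a lower median of 5.08, kept an excess over matched lists of 0.298, and the 8-fold dilution, with 5.22, one of 0.419. These values go against a weaker signal, but the 4-fold dilution lay farther from the depleted extract than the untreated replicates lay from each other in only 3 of 10 settings, and the 8-fold dilution in 5 of 10. In the knockout, with a median of 4.75, no dilution has a signal as low. The nearest array was that of the phosphatase-treated extract (4.88), whose excess over matched lists was 0.128. This is a treated extract as well, and the methods describe it as diluted before the treatment.

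The sign below 0, in contrast to the loss of the excess, depends on the curve in 1 of the 2 extracts. In the knockout extract, the excess was 0.0726 with a polynomial of degree 3 and 0.0727 with a local regression, so the negative sign may come from the form of the curve, and at percentile 12.19 of its matched lists it was within their spread. The lists moved with the curve (median -0.0842, compared with 0.0897 with degree 3), and the excess over them was -0.0421 and -0.0170, so the change of sign is shared by weak canonical sites. In the depleted extract, the excess remained below 0 with these curves, at -0.158 and -0.169, which argues against the form of the curve there. A fit that also included the background probes gave 0.0110 in the depleted extract, but the matched lists rose to 0.211 with it, and the excess over them was -0.200, close to the -0.217 without those probes. How the amount of IRF8 left relates to the excess cannot be told apart from other effects of the depletion. The 8-fold dilution had an excess of 0.337 at a like PU.1 signal. Its IRF8 array separated EICE from canonical sites about as well (AUC 0.803 and 0.777). However, no dilution has an AUC as low as that of the depleted extract. With an added IRF half-site, the median IRF8 gain was 4.99 in the 8-fold dilution and 5.00 in the depleted extract. The median PU.1 gain was 1.22 and 0.142. Ablating the IRF half-site of EICE changed the IRF8 z-score by -3.44 and -2.51, so how well the extracts match differs by measure. Each condition is a single array. The methods also describe the depleted extract, like the phosphatase-treated one, as diluted before the treatment. Loss of IRF8 from the extract, which the design names for both conditions, stays open as the biological explanation and was not tested against replicate arrays.

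The FLI1 array showed a signal that the comparisons of the report do not use. An IRF half-site added to 199 weak canonical sites raised the FLI1 z-score by a median of 1.04 (193 of 199 pairs up, permutation p = 1e-05, the smallest possible, adjusted 1.06e-05), above the gain of 0.335 with IVT PU.1, the measure without extract. Ablating the IRF half-site of 60 EICE lowered it by a median change of -0.657 (56 of 60 down, permutation p = 1e-05, adjusted 1.06e-05). In variants of EICE seeds, the IRF core changed FLI1 by -0.604. A carry-over of PU.1 signal, for example by an antibody that binds both ETS factors, could give this. At canonical sites FLI1 rose by 0.381 per unit of PU.1 in replicate 1, which predicts a gain of 0.909, close to what was measured. In replicate 2 the slope was 0.366 and the predicted gain 0.392, well below it. A change of the ETS site by the added bases could give a part. The FLI1 gain correlated with the gain of IVT PU.1 with rho of 0.371, without extract or IRF8 on that array, and the slope of FLI1 on IVT PU.1 predicts a gain of 0.132. FLI1 was not measured without extract, so its own preference for these bases is not known. Co-binding of FLI1 with IRF8 could give it as well. Across pairs, the FLI1 gain correlated with the IRF8 gain with rho of 0.524, and with the PU.1 gain in untreated extract with 0.575 in replicate 1 and 0.298 in replicate 2. PU.1 and IRF8 gains rise together in this design, so carry-over, the change of the site and co-binding cannot be told apart, and an FLI1 array with knockout extract was not part of the data used.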

How the results depend on the processing

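The alternatives chosen only after the result was seen were the excess and score over EICE above the 1st percentile of canonical IVT z-scores and with the IRF8 knockout extract as the reference array. In all, 92 results were recomputed under 370 alternatives, of which 280 kept the result within its yardstick, 74 moved it, 14 reversed its sign and 2 took it out of significance. Binding above background (20 of 20 alternatives), the AUC of IRF8 at EICE (14 of 14), the IRF half-site addition (12 of 12), the enhancer-state differences (20 of 20) and the cofactor differences (50 of 50) kept their direction and their side of 0.05 under the alternatives tried, and the half-site ablations did so in 14 of 16. Some of these alternatives could not change the outcome. Within 1 array, restating the scale changes the unit of an effect but not its direction, its AUC or the p of these tests. The normal approximation keeps the effect and changes only its p. The counts therefore overstate how hard these results were tested. The yardsticks differ in strictness. The SD of the excess between replicates is 0.0210, so 41 of the 64 alternatives for the excess moved it, 8 reversed it and 15 kept it. The SD of the score is 6.43, so the score kept within it under almost any alternative, which says little about its stability.

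The mean excess of the untreated arrays and the excess of the 3 dilutions kept their sign under every curve, probe set and reference, but untreated replicate 2 by itself did not. With a straight line it was -0.117, compared with 1.06 in replicate 1, and it remained above its matched lists (median -0.591). In that order (untreated, 2-fold, 4-fold, 8-fold), the values that moved were 2.79, 2.69, 0.454 and 0.574 with z-scores restated by the background median and median absolute deviation; 0.645, 1.13, 0.323 and 0.496 with background probes in the fit; 1.03, 1.50, 0.500 and 0.426 with EICE without C/EBPα; 1.03, 1.57, 0.581 and 0.568 with EICE within the canonical range; and 0.555, 0.952, 0.0486 and 0.102 with the knockout as the reference. A straight line gave 0.469 untreated and 0.675 in the 8-fold dilution, a polynomial of degree 3 gave 0.719 untreated and 1.24 in the 2-fold dilution, and a local regression gave 0.684 untreated, 1.16 in the 2-fold and 0.382 in the 8-fold dilution. With the knockout as the reference, the excess over matched lists was at percentile 91.07 in untreated replicate 2, 76.5 in the 4-fold and 35.6 in the 8-fold dilution. The cause was not tested.

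In the depleted extract, the excess was -0.228 with a straight line, -0.158 with degree 3, -0.169 with local regression, -0.348 with the restated scale, -0.101 without C/EBPα, -0.0973 within the canonical range and -0.398 with the knockout as the reference, and it reversed to 0.0110 with background probes in the fit, where the matched lists rose too, to 0.211. With phosphatase, it was 0.163 with degree 3, 0.0810 with local regression, 0.0170 with background probes in the fit, 0.214 with the restated scale and 0.153 within the range, and it reversed to -0.334 with a straight line and -0.322 with the knockout as the reference. With the line its matched lists fell to -0.429, so the excess over them remained above 0 (0.0951, percentile 83.3), while with the knockout as the reference it was below them by -0.338. In the knockout extract, it was -0.169 with the restated scale and -0.0997 without C/EBPα, and it reversed to 0.677 with a straight line, 0.0726 with degree 3, 0.0727 with local regression, 0.139 with background probes in the fit and 0.130 within the range. In the first 4 of these the matched lists moved as well, and the excess over them remained below 0, at -0.0405, -0.0170, -0.0298 and -0.0441. Within the range it was 0.153. A signed score was below 0 in the depleted extract (-0.364 over the SD, -0.978 over the variance) and in the knockout (-0.175 and -0.242), because the median signed residual is below 0 there and the score of the methods takes its absolute value.

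The share of EICE above the IRF8 threshold moved with the threshold by construction. Above 3 it was 75.9%, 63.4% and 58.0% in the 2-fold, 4-fold and 8-fold dilutions, 50.0% in the depleted extract and 44.6% with phosphatase. With the restated scale, the share above 2 was 98.2% in the 2-fold and 94.6% in the 8-fold dilution, 92.0% in the depleted extract, 95.5% with phosphatase and 20.5% in the knockout. As unpaired classes, IRF ablation was no longer significant with IVT PU.1 (0.228, permutation p = 0.378) or in replicate 2 (-0.343, p = 0.133), where the test ignores the pairing.

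For single-nucleotide variants, the median of the 4 bases as the reference gave -5.59 for the ETS core and 0.0827 for the IRF core of canonical seeds with IVT PU.1. In EICE seeds with IVT PU.1 it gave -3.48 for the ETS core and -0.619 elsewhere, and it reversed the IRF core to 0.00346. In untreated extract it gave -5.81 for the ETS core of canonical seeds, and -4.93 for the ETS core and -0.506 elsewhere in EICE seeds. For IRF8 it gave -7.55 for the ETS core and -1.40 elsewhere. A seed minimum of 3 gave -5.40 for the ETS core and -0.710 elsewhere in EICE seeds of untreated extract. With each replicate left out in turn, the untreated values ran from -6.30 to -6.26 (ETS core, canonical), -0.0256 to 0.0533 (IRF core, canonical), -5.17 to -5.07 (ETS core, EICE) and -0.763 to -0.742 (elsewhere, EICE). Without replicate 1, the IRF core of canonical seeds reversed to -0.0256. The cause was not tested. Replicate agreement was 0.844 with only sites above 2 in both arrays. Among the sites named, PU1_IDR_5645 fell from 2.53 to 0.409 with a straight line, and PU1_IDR_1277 moved to 2.35.

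Signal over background limits what can be read at weak sites. The median EICE with IVT PU.1 was 2.68 and 36 of 112 EICE lay below the 1st percentile of the canonical sites, where the curve rests on few canonical sites. Of these, 10 lay below the lowest canonical site, where it is an extrapolation.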

Other observations

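The tests chosen only after the result was seen were those of the replicate scores, of the signal shared by 5 IRF8 arrays, of the IRF8 signal in the knockout extract, of C18G, of the canonical pattern sites, of C15A and of the scale of the untreated IRF8 array. The test of G18C was chosen before its values were seen, although the mean over position 18, which includes them, had been seen.

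The cooperativity score of the 2 untreated replicates differed 3.46-fold (12.8 and 3.70), while the excess was 1.07 and 1.04. The excess over matched lists did differ (1.03 and 0.619), as did that of EICE above the 1st percentile of canonical IVT z-scores (1.482 and 0.587). The variance of the canonical residuals, the divisor of the score, was 3.44-fold larger in replicate 2 (0.288) than in replicate 1 (0.0837). Over all EICE the excess was alike, so a like ratio of the scores follows from the formula and tests no cause. In the top 25% of canonical sites by IVT z-score, replicate 2 had a slope on IVT of -0.362 and replicate 1 of 0.971. Fitted without these sites, the variances still differed 3.24-fold, which argues against these sites alone as the cause. Flattening of replicate 2 below them is not excluded. At active PU.1-only, primed and unmarked sites the IVT medians were 5.11, 5.97 and 7.43. Those of replicate 2 were 5.84, 6.22 and 6.35. The few canonical sites at low IVT z-scores leave the curve of replicate 2 uncertain there. Its excess was 2.67 for the 10 EICE below the lowest canonical site and 1.60 for the 26 between that site and the 1st percentile. For EICE above the 1st percentile the score differed 7.83-fold, more than for all EICE, which argues against this uncertainty as the cause. No biological explanation was tested, since both arrays carry the same label.

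At canonical sites without the pattern GGAANNGAAA, the IRF8 arrays of the 5 diluted, depleted or phosphatase-treated extracts ranked the 1874 sites alike, with rho between 0.695 and 0.933, and 230 sites had a mean above 3. Their mean had a rho of 0.333 with the untreated IRF8 array. Carry-over of PU.1 signal could make IRF8 arrays alike, but with the PU.1 ranks of each extract removed the lowest partial rho between the arrays was 0.785, and rho with the PU.1 array of the same extract was between 0.0275 and 0.433, which argues against it as the whole cause. The excess of G over C in the target ranked canonical sites with rho of 0.681. In background probes without GGAA the rho was -0.0211, which argues against base composition alone, and it was 0.392 in the 113 background probes with GGAA. A protein other than IRF8 that the antibody binds in every extract would appear in the knockout extract too, where the rho was -0.0462, which argues against that. What the shared signal is stays open, and no biological explanation was tested.

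In the knockout extract, the IRF8 antibody still gave EICE a higher signal than canonical sites (AUC 0.717), at a low level (median 0.0510 and -0.473). Carry-over of PU.1 signal would place EICE below canonical sites, as on the knockout PU.1 array, where the difference was -2.91. The difference on the IRF8 array was 0.524, which argues against it. Ablating the IRF half-site changed the signal by -0.561 (49 of 60 pairs down, permutation p = 1e-05, the smallest possible), and adding one raised it by 0.668 (174 of 199 up). Remaining IRF8 or a related factor on the IRF half-site is a candidate explanation, and these values do not say which.

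The IRF8 signal of EICE differed by the base at position 18 of the target. The untreated IRF8 median was 28.5 at the 71 EICE with C there and 8.67 at the other 41, and the PU.1 residual was 1.74 and 0.621 in replicate 1 and 1.34 and 0.335 in replicate 2 (each permutation p = 1e-05, the smallest possible, adjusted 1.40e-05 over 7 tests). The base itself may account for this. In variants of seeds, G18C raised the untreated IRF8 z-score in 3 of 3 seeds, by a median of 27.5 (26.05 to 30.2), and C18G changed it in 5 of 5 seeds by a median of -29.0 (-45.9 to -8.60). Canonical sites with GAAA at positions 14 to 17 of the target gave a difference of 31.1 between the 10 sites with C at that position (median 32.3) and the 62 with another base (median 1.21, permutation p = 1e-05, adjusted 1.40e-05). The 3 canonical sites named for the highest IRF8 z-scores are among these 10. Without them, the medians were 7.32 at 7 sites and 1.21 at 62 (difference 6.10, permutation p = 0.00033, adjusted 0.000385). On the IRF8 array of the 2-fold dilution, G18C raised the z-score in 3 of 3 seeds (median 3.53) and C18G lowered it in 5 of 5 (median change -1.44). The same held on the arrays of the 4-fold dilution, the depleted and the phosphatase-treated extract, and in the 8-fold dilution for 3 of 3 and 4 of 5. Variants to A or T at this position lowered the untreated IRF8 z-score in every EICE seed. The composite element that the paper cites has C or G there. In the seeds tested, variant and seed differ by this base alone, so the base changed their IRF8 signal on these arrays. That IRF8 binding to composite elements beyond these seeds depends on it remains a hypothesis.

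A single variant gave a canonical seed a strong IRF8 signal. Of the 480 variants of canonical seeds, 1 gained more than 10 in the untreated IRF8 z-score: C15A in PU1_IDR_3019, singled out after its value was seen, rose from 12.9 to 83.6, a gain of 70.7. The second largest gain was 7.0. The same variant rose from 6.06 to 9.22 in the 2-fold dilution and from 0.0233 to 1.45 in the knockout extract. It completes a GAAA in the IRF core, and the other variants at that position lost signal (-4.75 for C15G and -8.43 for C15T), so the gain of the half-site may be the source of the signal. The PU.1 z-score changed by 0.682 with IVT protein, 0.809 in untreated replicate 1 and -0.224 in replicate 2, whose z-scores stop rising at the strongest sites, so that the last value says little about a gain.

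The untreated IRF8 array reached a z-score of 85.5, compared with at most 12.2 on the other IRF8 arrays. A log scale in the other arrays only could cause this. Taking logs of the untreated values raised r by 0.0181 with the 2-fold dilution and by 0.000163 with the phosphatase-treated extract. It changed r by -0.00144 with the 4-fold dilution, -0.00739 with the 8-fold dilution and -0.00455 with the depleted extract. These changes do not settle the question. The size of IRF8 z-scores on the untreated array and on the other IRF8 arrays is therefore not comparable here, and no biological explanation was tested.

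Of the 72 canonical sites with the pattern GGAANNGAAA, 18 of 24 unmarked sites, 10 of 24 primed sites, 4 of 10 active sites and 1 of 4 sites shared with C/EBPα exceeded an untreated IRF8 z-score of 2, and 0 of 7 weak and 0 of 3 single-replicate sites did. Their PU.1 residual differed by base 18, with a median of 1.40 in replicate 1 and 0.631 in replicate 2 at the 10 sites with C there, and -0.0347 and -0.171 at the other 62.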
